A study of Mus musculus with 6 samples. Its data were reported in "Global H3.3 dynamic deposition defines its bimodal role in cell fate transition" (2018).

How the data were processed

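RNA was sequenced from mouse embryonic fibroblasts (MEFs, connective tissue cells grown from embryos) during reprogramming to pluripotent stem cells. Retroviruses carried the reprogramming factors Oct4 (gene Pou5f1), Sox2, Klf4 and Myc. Before infection, cells received a small interfering RNA (siRNA, a short duplex that degrades a matching transcript) at 30 nM per the labels, while the study's methods give a higher concentration. It was either non-targeting (siNT) or directed at the transcripts of the histone variant H3.3 (siH3.3). Cells were collected at day 0, day 3 and day 6. The 6 libraries hold 1 library per siRNA and day, so no condition has a replicate.

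Per the study's methods, the authors mapped reads to the mouse genome build mm9 with STAR and removed reads with several mismatches and reads placed at more than 1 locus. The deposited values are FPKM (fragments per kilobase of exon, scaled to the reads of the library), 1 value per gene and library. The methods name cuffdiff for expression levels, but the columns of the deposited table are those of a SeqMonk report and the values step in whole reads. The annotation version was not stated. Of 26002 genes compared, 25971 had the same start and end as GENCODE vM1 on mm9, whose exons were used for gene length, GC content and 1-based coordinates. The removal of reads with more than 1 location lowers the values of genes with near-identical copies, such as H3f3a and H3f3b, the actins and the histone clusters. FPKM of the 4 reprogramming factors adds transgene and endogenous reads. All 13 mitochondrial genes were listed at 0 in all 6 libraries, so those genes were not measured here. The table had 26127 lines. For 66 repeated symbols the first line was kept and the others left out, and 23 identifiers carried extra text, leaving 26061 genes. The number of columns of values without a matching sample was 0.

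FPKM times exon length came out as a whole multiple of a single step per library, within 0.05 of a read, for 99.6% to 99.7% of the values tested, those under 1000 reads. The reads per gene and the total reads were recovered from that step. Exact 95% Clopper-Pearson intervals of the FPKM ratio between libraries were computed from these reads. They cover counting error only, since PCR copies are not independent molecules, and they compare those libraries, not the conditions. A library's floor was set at 3 reads.

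The log2 ratio of siH3.3 to siNT was taken within each day on FPKM plus a pseudocount of 1, which understates the change of low genes. Genes were tested when their mean FPKM over the 6 libraries was at least 1, which gave 8923 genes. A gene was counted as past 2-fold when its log2 ratio was 1 or more in size. The counts carry no p-value. The number that counting error alone would give was drawn from 20 Poisson simulations. A limma model (version 3.58.1, R 4.3.3) with terms for siRNA and day was fitted to log2(FPKM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment at 0.05. Its spread is the day-to-day spread of the siRNA difference, since the days are the only repeats. Correlations were Spearman's rho across genes, and genes are not independent replicates. A list's median was placed among 10000 random lists of the same size drawn with replacement within 20 bins of mean expression. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

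The tests, the minimum, the gene lists and the rule for naming genes were fixed before the data were examined. The text names the H3.3 genes, their chaperones, the reprogramming factors, 4 repressors and 4 activators of reprogramming examined by the study, the 5 genes with the lowest and the 5 with the highest mean log2 ratio among those past 2-fold in the same direction on all 3 days, and up to 3 members of a list, those with the highest mean FPKM. Other genes named were chosen after their values were seen. The lists were fibroblast and mesenchymal, pluripotency, epithelial, collagen, collagen and Mapk clusters named by the study, AP-1, housekeeping, interferon-stimulated, cell cycle, p53 targets, macrophage, skeletal muscle, replication-dependent histone and sex-linked genes. The 3 lists of stratified epidermis, contractile and collagen VI genes were written after the values were seen.

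The alternatives were a pseudocount of 0.1, libraries rescaled to equal sums or by median-of-ratios size factors, all genes, a minimum of 5, Pearson's r, limma without the mean-variance trend or with robust variances, and each day left out in turn. Equal sums were set at the mean sum of the 6 libraries, so that the pseudocount and the minimum kept their meaning. Another alternative was chosen after seeing the data and removed from each library a cubic trend on GC content and log exon length, fitted on the tested genes. It also recentres each library, and it can remove biology that goes with GC content. For named genes under the minimum, the mean over days was not computed with this trend removed. A value was held to have moved when it changed by more than its SD over the 3 days, a correlation by more than the SD among the 3 of its family, and a count by more than 1.5 times. Opposite differences on different days were singled out when both lay among the outer 5% of tested genes at either end, or for lists beyond the outer 2.5% of random lists. This size requirement was also set after the files were read, since a bare change of sign between single libraries would pick up noise.

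The code was tested on simulated data with 200 genes changed 4-fold among 8926 genes. All 200 passed 2-fold on all 3 days and 0 unchanged genes did. limma called 200 changed and 12 unchanged genes. The simulation used a dispersion (a spread between libraries) of 0.01. In the real libraries the siRNA differences varied between days, with a correlation of 0.18 between day 0 and day 6. These simulated counts therefore check the code and do not give the power of the tests in the real libraries. A planted correlation with GC content of 0.634 was 0.0173 after the trend was removed.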

Results

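The 6 libraries came from MEFs treated with siNT or siH3.3 and collected at day 0, day 3 and day 6 of reprogramming. The reads in genes recovered from the values were 20.8 M (M for mega) for siNT and 22.1 M for siH3.3 at day 0. They were 23.7 M and 19.5 M at day 3, and 30.3 M and 27.4 M at day 6. These were between 53.8% and 56.6% of the total reads of a library, which ranged from 35.1 M to 53.5 M. A gene with 1 kb of exons had a floor of 0.056 to 0.0854 FPKM, the value of 3 reads. The 10 most abundant genes took 12.2% of the reads in genes in siNT and 12.8% in siH3.3 at day 0, and 6.20% and 6.51% at day 6. No difference below between siH3.3 and siNT on a single day has a replicate check, and no p-value is given for any of them.

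The targeted transcripts were examined first, because they check the labels. H3.3 is a histone H3 variant encoded by H3f3a (ENSMUSG00000060743, chromosome 1, 182730963 to 182744074, minus strand, mm9) and H3f3b (ENSMUSG00000016559, chromosome 11, 115883226 to 115889276, minus strand), both protein-coding. At day 0, H3f3a was at 26.5 FPKM (3590 reads) in siNT and 4.63 FPKM (666 reads) in siH3.3, a ratio of 0.175 (95% interval 0.161 to 0.190). At day 3 it was at 17.2 and 18.1 FPKM, a ratio of 1.05 (0.994 to 1.12). At day 6 it was at 21.8 and 37.2 FPKM, a ratio of 1.71 (1.64 to 1.78). H3f3b was at 94.4 and 26.9 FPKM at day 0, a ratio of 0.285 (0.274 to 0.296). Its ratio was 1.26 (1.22 to 1.30) at day 3 and 1.29 (1.26 to 1.32) at day 6. The knockdown was therefore visible in RNA at day 0, and the libraries labelled siH3.3 had no lower H3.3 transcripts at day 3 or day 6. The median log2 ratio of both genes at day 3 was 0.20, and 0.07 with equal sums. Day 0 set the sign of the mean log2 ratio over days. The mean for H3f3a was -0.49 (SD 1.59 over 3 days), and 0.41 without day 0, -0.77 without day 3 and -1.11 without day 6. The mean for H3f3b was -0.36 (SD 1.23), and 0.35 without day 0, -0.71 without day 3 and -0.72 without day 6. Both genes have near-identical copies, so their levels are uncertain. For day 3 and day 6 the text below speaks of the library labelled siH3.3, and each direction drawn from those days rests on that label.

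**Figure D1:**
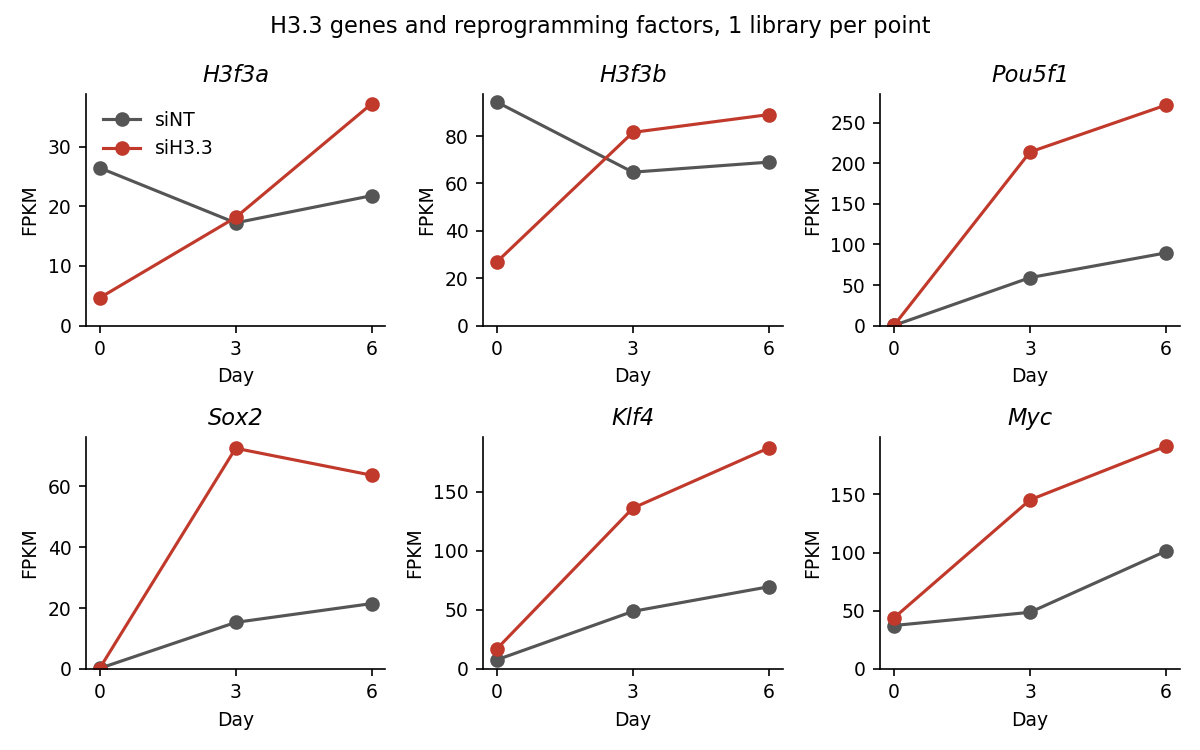
FPKM of H3f3a, H3f3b and the reprogramming factors Pou5f1, Sox2, Klf4 and Myc in each of the 6 libraries, by day and siRNA label. At day 0 the library labelled siH3.3 was at 4.63 against 26.5 FPKM for H3f3a, and at day 6 it was at 37.2 against 21.8.

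Of the H3.3 chaperones, 5 of 8 were tested and their median log2 ratio was 0.05 at day 0, 0.14 at day 3 and 0.01 at day 6. Daxx was at 0.72 at day 6 and Ubn1 at -0.43 at day 3. Ubn2, Asf1a and Atrx had a mean FPKM under 1. The values of the reprogramming factors add transgene and endogenous reads. Pou5f1 was at 59.1 FPKM in siNT and 214 FPKM in the library labelled siH3.3 at day 3 (log2 ratio 1.84), and at 89.7 and 272 FPKM at day 6 (1.59). Sox2 was at 15.3 and 72.5 FPKM at day 3 (2.18), and at 21.5 and 63.7 FPKM at day 6 (1.53). Klf4 had log2 ratios of 1.05, 1.47 and 1.42 at days 0, 3 and 6. Myc had log2 ratios of 0.23, 1.56 and 0.91. At day 0, Pou5f1 had 16 and 18 reads and Sox2 had 13 and 8 reads, and neither difference was detectable at this depth.

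The next comparison asked how many genes differed between siRNAs on each day. At day 0, 77 genes were past 2-fold lower and 27 higher in siH3.3. At day 3, 123 were lower and 142 higher in the library labelled siH3.3, and at day 6, 157 were lower and 194 higher. All of these genes also differed beyond counting error, which alone gave 0.05, 0 and 0 genes on average. The largest move of any of these counts was that of the higher genes at day 0, from 27 to 77 with a pseudocount of 0.1. With equal sums, which shifted the median of all genes by -0.11, the split at day 3 was 167 lower and 93 higher. With median-of-ratios factors it was 87 lower and 186 higher. The SD of the log2 ratio over genes was 0.31, 0.45 and 0.46, and Pearson's r between the libraries of a day was 0.982, 0.967 and 0.961 across genes.

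A total of 8 genes were past 2-fold lower on all 3 days, where 0.0187 would be shared if days were independent, and 3 genes were higher, where 0.00934 would be. The lower genes were Cck, Acta1, Cnn1, Actg2, Npnt, Ptgs2, Atp1b1 and Ctsk, of which the last 3 are named after their values were seen. The higher genes were Lgals7, Klf4 and Arsi. Another 8 genes were past 2-fold lower on 1 day and higher on another. Without day 0, 46 genes were lower and 42 higher on the remaining days. Without day 3 the counts were 17 and 5, and without day 6 they were 19 and 5. Cck (ENSMUSG00000032532, chromosome 9, 121398943 to 121404807) had a mean log2 ratio of -1.97 (SD 0.83 over 3 days). Acta1 (ENSMUSG00000031972, chromosome 8, 126415669 to 126418651) had -1.90 (SD 0.48). Cnn1 (ENSMUSG00000001349, chromosome 9, 21903725 to 21914074) had -1.71 (SD 0.20), from 98.9 and 32.8 FPKM at day 0 to 3.61 and 0.498 FPKM at day 6. Actg2 (ENSMUSG00000059430, chromosome 6, 83462899 to 83486259) had -1.66 (SD 0.29). Npnt (ENSMUSG00000040998, chromosome 3, 132544709 to 132613255) had -1.55 (SD 0.17). Lgals7 (ENSMUSG00000053522, chromosome 7, 29648872 to 29651303) had 1.64 (SD 0.80), from 14 and 81 reads at day 0. Klf4 (ENSMUSG00000003032, chromosome 4, 55540013 to 55545347) had 1.31 (SD 0.23). Arsi (ENSMUSG00000036412, chromosome 18, 61071434 to 61078215) had 1.30 (SD 0.39). Acta1 and Actg2 belong to the actins, a family of near-identical genes, so their levels are uncertain.

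Across genes, the differences at day 3 and day 6 were correlated (rho 0.57). The correlation was 0.27 between day 0 and day 3 and 0.18 between day 0 and day 6. limma called 2 genes for siRNA over days, Cnn1 (log2 change -1.71, SE 0.14, adjusted p 0.0352, lower on 3 of 3 days) and Npnt (-1.55, SE 0.13, adjusted p 0.0352, lower on 3 of 3 days). At an unadjusted p under 0.05 there were 1636 genes, where chance gives 446. The days are a time series and not replicates, so a lasting difference between cultures or libraries could give the same excess. These limma p-values do not separate an siRNA effect from that. The count of calls was 105 without day 0, 0 without day 3 and 93 without day 6, with 709 genes at an unadjusted p under 0.05 without day 3. Adjusted over the list alone, 4 of 24 fibroblast and mesenchymal genes, 0 of 3 pluripotency genes, 0 of 6 epithelial genes and 3 of 21 collagen genes were called. The number of genes in these lists called over all genes tested was 0. For the clusters the study chose partly on these libraries, which is not independent evidence, the counts adjusted over the list alone were 1 of 8 collagen and 3 of 8 Mapk genes.

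**Figure D2:**
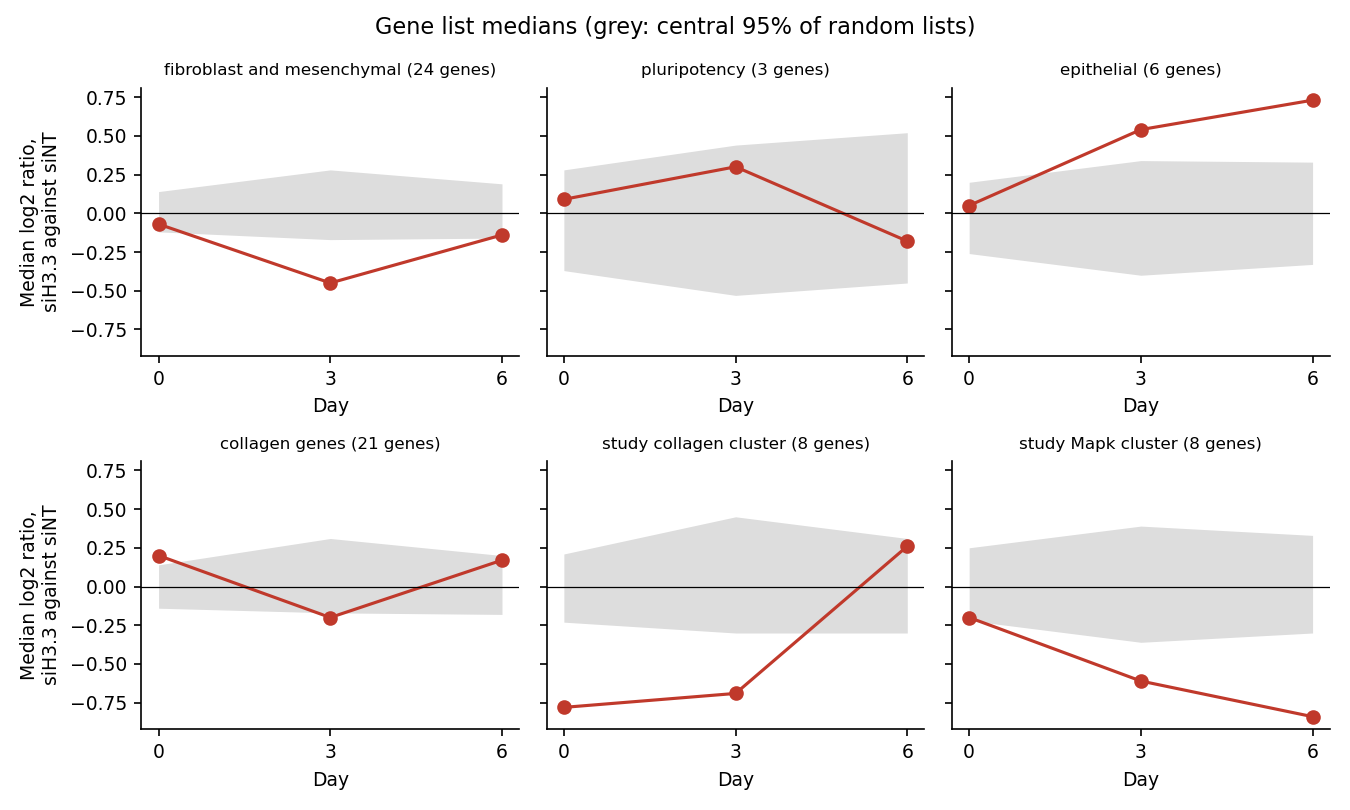
Median log2 ratio of siH3.3 to siNT at days 0, 3 and 6, with libraries named by their label. The lists are fibroblast and mesenchymal, pluripotency, epithelial, collagen, and the collagen and Mapk clusters named by the study. Grey shows the central range of random lists, without the outer 2.5% at either end. The fibroblast and mesenchymal median was -0.45 at day 3 and the epithelial median 0.73 at day 6.

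The study asked whether H3.3 holds fibroblast identity in place early and is needed for pluripotency later, so lists of both kinds were compared. It tested the later need with a late knockdown and a constitutive one, neither of which is in these libraries. The siRNA here was given before infection, so the lists bear on early depletion alone. For early depletion the study reports faster loss of fibroblast markers and a rise of embryonic stem cell markers. The fibroblast and mesenchymal list (24 genes tested) had a median log2 ratio of -0.07 at day 0, -0.45 at day 3 and -0.14 at day 6, at percentiles 12.1, 0 and 4.02 of random lists. Its median over days was -0.17, and -0.07 without day 3. The epithelial list (6 genes tested) had medians of 0.05, 0.54 and 0.73, at percentiles 72.1, 99.8 and 100. Krt18 went the other way at day 6 (-2.10). The median over days was 0.70, and 0.33 without day 3 and 0.29 without day 6. Of 24 pluripotency genes in the table, 10 were listed at 0 in all libraries and 3 were tested. The median of the 3 was 0.09, 0.30 and -0.18, and over days 0.31 (0.06 without day 0, 0.19 without day 3, 0.20 without day 6). This median rests on Klf2, Dnmt3l and Zfp296 alone.

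The collagen genes (21 tested) had medians of 0.20, -0.20 and 0.17, and 0.02 over days, which was -0.06 with equal sums. Their median over days was 0.23 without day 3 and -0.17 without day 6. The collagen cluster named by the study (8 tested) had -0.78 at day 0, -0.69 at day 3 and 0.26 at day 6. Its median over days was -0.15, 0.04 without day 3 and -0.47 without day 6. The Mapk cluster (8 tested) had -0.20, -0.61 and -0.84, and -0.50 over days. Of the repressors, Arhgap24 had log2 ratios of -0.42, -0.51 and -0.55 at days 0, 3 and 6, Flnc had -0.39, -0.66 and -0.43, and Mdfic had -0.35, -0.50 and -0.25. With the trend on GC content and exon length removed, the day 3 value was -0.15 for Arhgap24, -0.69 for Flnc and -0.18 for Mdfic. The 4 repressors' day 3 median then went from percentile 1.35 to percentile 19.7 of random lists. Their day 6 median went from percentile 4.16 to percentile 11.1. Their day 0 median was -0.40 (percentile 0.865), and -0.37 (percentile 0.75) with the trend removed, so GC content and length did not account for it. The study presents these repressors as targets of H3.3, which it picked partly by lower expression in these libraries. Their percentiles are therefore not independent evidence. Col6a1, the remaining repressor, had -0.83, 0.02 and 0.95 without the trend removed. Of the activators, Nr5a2 and Otx2 were listed at 0 in all libraries, and Foxd3 and Gtsf1 had at most 2 reads, under the floor of 3.

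The course of reprogramming was compared within each siRNA. From day 0 to day 6, 367 genes were past 2-fold lower and 1187 higher in siNT, and 364 lower and 1401 higher in the libraries labelled siH3.3. With equal sums, which shifted the median of all genes by -0.23 and -0.26, the splits were 557 lower and 810 higher in siNT and 596 lower and 952 higher in siH3.3. With median-of-ratios factors, shifting it by -0.25 and -0.27, they were 566 and 761, and 611 and 930. With the trend on GC content and exon length removed, they were 574 and 658, and 618 and 746. That removal also recentred each library, shifting the median by -0.28 and -0.31, so these counts do not isolate GC content and length. To ask whether the siRNA difference followed that course, each day's difference was correlated across genes with the siNT change between the other days. The correlation was 0.17 for day 3, 0.04 for day 6 and 0.09 for day 0. It was 0.25 for day 3 as Pearson's r. With the GC and length trend removed, the values for day 3 and day 6 were 0.06 and -0.08.

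The log2 ratios also varied with GC content. The correlation with exon GC content across 8923 genes was 0.107 at day 0, 0.394 at day 3 and 0.305 at day 6, and with exon length -0.0264, -0.316 and -0.134. In siNT the change from day 0 to day 3 had a correlation of 0.293 with GC content.

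**Figure D3:**
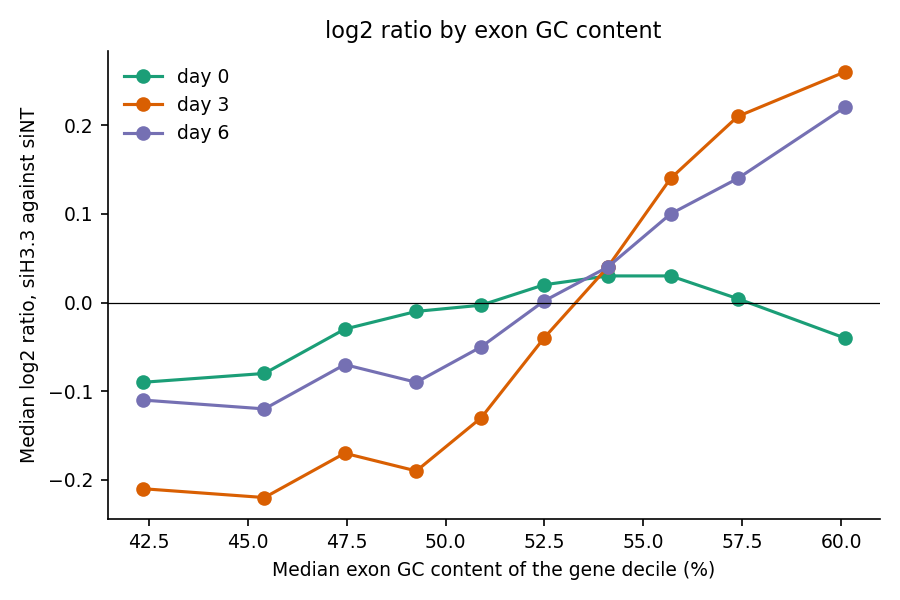
Median log2 ratio of siH3.3 to siNT in 10 groups of the tested genes ordered by exon GC content, with a line per day and libraries named by their label. At day 3 the median was -0.21 in the group with the lowest GC content (median 42.3%) and 0.26 in that with the highest (median 60.1%).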

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

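The tests of GC content, scaling, counting error and labels in this part were all chosen after the results were seen, and the difference between days was not itself tested, since each day has 1 library per siRNA. Each gene here had opposite log2 ratios on different days, both among the outer 5% of tested genes, and the collagen list had opposite medians outside the central range of random lists.

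H3f3a was lower in siH3.3 at day 0 (log2 ratio -2.29) and higher in the library labelled siH3.3 at day 6 (0.75). The day 6 value was 0.89 with the GC and length trend removed and at least 0.68 under either rescaling, and the counting-error interval of its ratio began at 1.64, so none of these accounts for it. An exchange of labels at day 3 or day 6 would turn round the genes that were past 2-fold at day 0. Of 102 such genes other than H3f3a and H3f3b, 77.5% kept their direction at day 3 and 70.6% at day 6, which argues against an exchange as long as the day 0 differences persist. The study describes its knockdown as transient and limited to the early stage, from protein blots that were not analysed here. A transient knockdown may account for the return at day 3, and why the transcripts were higher than in siNT at day 6 was not tested. Reads shared with H3f3b and with pseudogenes were not tested either.

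Col6a1 was lower at day 0 (-0.83) and higher at day 6 (0.95), from 368 and 207 FPKM to 57.0 and 111 FPKM. The day 6 value was 0.85 with the trend removed and at least 0.88 under either rescaling, and the counting-error interval began at 1.9. A change of matrix gene expression in the cells labelled siH3.3 and a difference between single cultures both stay open.

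Klf2 was higher at day 0 (1.57) and lower at day 6 (-0.74), from 5.94 and 19.6 FPKM to 4.55 and 2.33 FPKM. The day 6 value was -1.0 with the trend removed and -0.70 at its smallest under either rescaling, and the counting-error interval ended at 0.605. An effect of the siRNA and a difference between single cultures stay open.

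Bst2 was lower at day 0 (-0.72) and higher at day 6 (2.88), from 25.4 and 15.0 FPKM to 32.2 and 244 FPKM. The day 6 value was 2.72 with the trend removed and at least 2.81 under either rescaling, and the counting-error interval began at 7.13. Bst2 is an interferon-stimulated gene, and its list is described with the other observations.

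The collagen genes had a median of 0.20 at day 0 and -0.20 at day 3, at percentiles 99.7 and 1.47 of random lists. With the trend removed the day 3 median lay at percentile 14.5 of random lists, so GC content and length may account for the day 3 side of this pattern.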

How the results depend on the processing

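Of 178 alternative values for the counts, list medians, correlations and model calls, 128 stayed within their spread or within 1.5 times and 50 moved. Of 462 for single genes and other values, 441 stayed and 21 moved. Without 1 of 3 days a gene's mean cannot shift by as much as its SD over days. The 64 single-gene values for each day left out, and those of H3f3a and H3f3b, could therefore only stay. They do not show stability, and some changed sign. The Klf2 mean was 0.34, and -0.27 without day 0, and the Bst2 mean was 0.89, and -0.10 without day 6. The cause of a move was not tested except where the construction of the alternative shows it. The trend removal was chosen after seeing the data. The limma model paired the siRNA libraries by day through its term for day, and with 1 library per condition there was no pairing by replicate number to try.

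With a pseudocount of 0.1, which lets low genes pass, 21 genes were lower and 6 higher on all 3 days. At day 0, 187 were lower and 77 higher, at day 3, 314 were lower and 238 higher, and at day 6, 255 were lower. limma called 12. All 77 lower and 27 higher genes of day 0 were kept, as were the 123 and 142 of day 3 and the 157 and 194 of day 6.

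With a minimum of 5, which leaves fewer genes, 1 gene was higher on all 3 days, 43 were lower at day 0 and 89 higher at day 6. From day 0 to day 6, 224 were lower and 742 higher in siNT and 847 higher in the libraries labelled siH3.3. limma called 9. With all genes, the medians over days were 0.00 for the pluripotency and 0.10 for the epithelial list, since genes near 0 enter, the day 3 correlation with the siNT course was 0.09, and limma called 0 (1933 at an unadjusted p under 0.05).

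With equal sums, 93 genes were higher at day 3, 557 were lower from day 0 to day 6 in siNT and 596 in siH3.3, and limma called 6. With median-of-ratios factors the course gave 566 lower and 761 higher genes in siNT and 611 and 930 in siH3.3. With the GC and length trend removed, 1 gene was higher on all 3 days and 85 were higher at day 3, of which 78 were among the 142. The course, with each library also recentred by that removal, gave 574 lower and 658 higher genes in siNT and 618 and 746 in siH3.3. The correlations with the siNT course were 0.06 for day 3 and -0.08 for day 6, and limma called 0 (1502 at an unadjusted p under 0.05). Pearson's r for day 3 was 0.25. Robust variances gave 11 calls.

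Leaving out a day at a time asks for fewer days, so more genes pass. From 17 to 46 genes were lower and from 5 to 42 higher on both remaining days. The pluripotency median ranged from 0.06 to 0.20 and the epithelial median from 0.29 to 0.90. limma called from 0 to 105 genes. No direction can be given for the activators, which had at most 2 reads, or for the 10 pluripotency genes listed at 0. The study chose its activators for H3.3 gained from intermediate stages onwards and expression rising only in successfully reprogramming cells. Their few reads up to day 6 may therefore reflect the stage and need not reflect depth.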

Other observations

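Chosen after the results were seen were the tests of scaling, immune cells, the siRNA at transfection, keratinocytes, the epidermal genes and the histones. For the other tests, what would count for or against was written before their values, but the trend removal that the GC and length tests use was itself chosen after seeing the data.

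The 4 reprogramming factors had a median log2 ratio of 0.12 at day 0, 1.70 at day 3 and 1.47 at day 6. The lower of the day 3 and day 6 medians was 1.42 with the GC and length trend removed, and 1.41 at its lowest under either rescaling, so neither accounts for the pattern. Unequal retroviral dose between cultures may give it, as may an effect of the siRNA on transgene transcripts. The design cannot separate these, because each day has 1 library per siRNA and transgene reads are not separated from endogenous ones. Other day 3 and day 6 differences could follow from it. At day 0, Klf4 was already past 2-fold (903 and 2113 reads, log2 ratio 1.05), which viral dose would not give in cells not yet infected, and Myc was at 0.23 (3919 and 4883 reads). Pou5f1 and Sox2 were near the floor at that day, so a test of the 4 factors together at day 0 was left aside.

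The rise of the log2 ratio with GC content at day 3 held at 0.40 among 2704 genes that changed little from day 0 to day 6 in siNT, and at 0.38 within 2976 genes of middle length. This argues against reprogramming genes or short transcripts alone. A difference in library preparation is a candidate cause and was not tested. The correlation of the day 3 difference with the siNT course fell from 0.17 to 0.06 with the trend removed, so GC content and length may account for most of it.

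The interferon-stimulated list (10 genes tested) had medians of -0.10 at day 0, -0.18 at day 3 and 2.33 at day 6, where 10 of 10 genes were past 2-fold higher in the library labelled siH3.3. The minimum counts that library too, so genes high there alone, such as Oasl2, were tested because of it. Under the minimum, Ifit1 (1.83) and Mx2 (1.08) also passed 2-fold at day 6. Ddx58 (0.54), Rsad2 (0.63), Cxcl10 (0.87) and Ifit3 (0.90) were among those that rose by less. Ifit2, also under the minimum, went the other way (-0.58). The day 6 median was 2.36 with the trend removed. The summed FPKM of Lyz2, Tyrobp and Ptprc in that library was 0, and 0.583 in siNT, and Csf1r was lower there (75 reads against 212). Laptm5, expressed in white blood cells, went the other way (236 reads against 61), and Cd68 was at 0.34. Immune cells would bring all of these transcripts, so the absence of the first 3 argues against such cells as the source of the whole pattern. The day 0 median of -0.10 argues against a response at transfection. An interferon response in that single culture may be due to the siRNA, the viruses or a chance event, and these stay open.

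The stratified epidermis list was written from genes seen first. It had medians of 0.29, 1.97 and 1.37, and 1.28 at its lower with the trend removed. The check without the genes seen first could not be made, because 1 tested gene was left (Ivl, -1.27 at day 6), and the full list was used in its place. Sprr2h also went the other way at day 6 (66.4 FPKM in siNT and 19.2 FPKM in the library labelled siH3.3, -1.74). Krt5 and Krt14 together were at 21.8 FPKM in siH3.3 at day 0, 82.6% of day 3, and fell from 13.3 to 2.77 FPKM in siNT. The sum hides opposite courses, since the day 0 level was 274% of day 3 for Krt5 and 58.6% for Krt14. Keratinocytes in the starting culture are therefore neither supported nor excluded for the keratins. Slurp1, Dmkn, Sprr1b, Aqp3 and Itgb4 together were at 5.61% of their day 3 level, and rose to 72.5 FPKM in siNT and 270 FPKM in the library labelled siH3.3 at day 6, which argues against keratinocytes carried over unchanged for these genes. Differentiation of such cells was not tested.

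The contractile list had medians of -0.76, -1.25 and -0.94, lower in 17 of 17 tested genes on each day. Without the genes seen first (7 tested) the median over days was -0.65, at percentile 0, and -0.57 with the trend removed. A lower contractile programme in siH3.3 cells is a hypothesis, and a culture difference present before infection stays open. The collagen VI genes had mean log2 ratios of -0.87, -0.29 and 1.13, and 1.07 at day 6 with the trend removed.

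The replication-dependent histone genes (10 of 67 tested) had medians of -0.09, -0.60 and -0.37. The higher of the day 3 and day 6 medians was -0.51 with the trend removed. The cell cycle list had -0.10, 0.36 and 0.03, and its 0.36 at day 3 argues against fewer dividing cells at that day. These transcripts mostly lack a poly(A) tail, so unequal capture could give the pattern and was not tested.

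Some pluripotency genes were below the minimum and had few reads at day 6. Sall4 had 5 reads in siNT and 66 in the library labelled siH3.3, Nr0b1 had 5 and 28, and Gdf3 had 2 and 11. Tet1 had 61 and 59, and Nanog had 0 in both. These genes were chosen after their values were seen, and no explanation was tested.

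Other lists had day 0, day 3 and day 6 medians as follows. AP-1 genes had 0.24, -0.03 and -0.02. Housekeeping genes had -0.06, -0.04 and -0.09, with Rplp0 at 0.36, 0.43 and 0.42, Actb at -0.60, -0.68 and -0.52, and Gapdh at 0.12, 0.33 and 0.58. The p53 targets had 0.0007, -0.15 and 0.12. The macrophage list (2 tested) had -0.50, -0.34 and -0.04, and the skeletal muscle list (3 tested) had -0.56, -0.59 and -1.24. All 5 sex-linked genes were under the minimum.

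Of the 10 splits of the 6 libraries into 3 and 3, 3 gave as many genes called by limma as the real split with its 2. Both others gave 35 calls and are not chance groupings. They leave the day 0 and day 3 pairs whole, so with the term for day they hold the day 6 siRNA difference itself, with opposite signs. The share of 10 therefore says nothing about chance. Among the 4 splits that part the pair of each day, 1 gave as many, the real one, and a share under 0.05 cannot be had from 4.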
